A study of Arabidopsis thaliana with 21 samples. Its data were reported in "H2A monoubiquitination in Arabidopsis thaliana is generally independent of LHP1 and PRC2 activity" (2017).

How the data were processed

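The series holds ChIP-seq of *Arabidopsis thaliana* whole seedlings collected 7 days after germination. Chromatin was precipitated with antibodies against monoubiquitinated histone H2A (H2AK121ub, laid down by Polycomb repressive complex 1) or trimethylated lysine 27 of histone H3 (H3K27me3, laid down by Polycomb repressive complex 2). The labels give 21 samples, of which 1 is input DNA. H2AK121ub was profiled in the mutants atbmi1abc, clfswn and lhp1 and H3K27me3 in atbmi1abc and clfswn, each with 2 replicates and a wild-type Col-0 control per replicate.

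The authors mapped reads to TAIR10 with bowtie, keeping unique alignments, and called peaks in each library with MACS2 against a common input. For each mark, mutant and replicate they deposited a table that joins the peaks of 1 mutant and 1 wild-type library, which gave 10 tables for 5 comparisons. Read counts per peak are in the deposited tables as whole, unscaled numbers, in a column for each library. The columns were assigned to mutant and wild type by the order in which the tables name the libraries. For H2AK121ub, the column taken as wild type was the one shared by the tables of the 3 mutants. For H3K27me3 no such check could be made, so its directions rest on that order. The authors rescaled the log2 ratio of mutant to wild type (M) and the mean log2 intensity (A) by robust linear regression over common peaks that changed by up to 20%, a variant of MAnorm. Per the study's methods, this change was taken on depth-scaled coverage, and for atbmi1abc the reference peaks were limited to genes with no differential expression. The authors set this rule because all common peaks gave too few reduced peaks, which they judged partly by WUS, MGP, KNU and WOX12. Expression data were not used here. The deposited tables also give a −log10 p-value per peak. The largest p-value was 0.5, or 0.49 in replicate 1 of clfswn H3K27me3, so it was read as one-sided and unadjusted. Rows with no p-value were left without a call.

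A region called in both libraries is listed under both peaks' limits and was counted once, with the wild-type limits. The tables of the 2 replicates were joined by mutual best overlap of at least 1 bp, and these are called matched peaks. P-values were adjusted within each table by the Benjamini-Hochberg method. A peak was reduced when its adjusted p-value was under 0.05 and its rescaled level under 80% of wild type in both replicate tables, and increased when the level was over 120%. These limits follow the study's methods. The p-values compare 1 library with 1 library.

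Reads of matched peaks were also fitted with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3), with the authors' rescaling as offsets and the replicate number as a block. DESeq2 1.42.0 was an alternative with the same block. It used its default normalization in place of the authors' rescaling, so it changed the normalization as well as the model. The labels name a control for each mutant library, and both libraries of such a pair were counted at shared peak limits, so the pairing was built in. A correlation of deviations between same-numbered libraries would reflect those shared limits and was not used. With 2 pairs, the smallest two-sided sign-flip p-value is 0.5, so medians over peaks were compared with the spread between replicates and not tested. Overlaps were tested with Fisher's exact test (scipy 1.17.1), and correlations across peaks with 100000 permutations, for which 1e-05 is the smallest p-value they can give. Peaks are not independent replicates.

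The 6 wild-type H2AK121ub samples held 2 sets of values. All 21987 wild-type peaks of replicate 1 and all 22314 of replicate 2 had the same limits and reads in the tables of the 3 mutants, so they were counted as 2 libraries. Comparisons between mutants were therefore set beside 20 simulations of unchanged mutants against the same controls. The wild-type H3K27me3 libraries of the 2 comparisons differed.

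Wild-type peaks of a mark were those of replicate 1 that a replicate 2 peak overlapped, from the atbmi1abc tables. Genes came from the TAIR10.1 annotation. A peak was assigned to the genes it overlapped, or else to genes whose start lay up to 2 kb downstream. The nuclear chromosome lengths of TAIR10.1 were set against the peak ends, and 1 peak row, on chromosome 3, ended 9 bp past the reference. Organelle coordinates were not used with the reference. Coordinates are printed as the authors' files give them, and whether starts count from 0 or 1 is not stated there.

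Library depth outside the peaks was not analysed here. Sums of reads over peaks are given as the depth behind the values, and they depend on which peaks were called. Alternatives were chosen before the data were examined, except 3 that were chosen after seeing the data: the mutant's limits for common regions, doubled p-values, and nuclear chromosomes only. The others changed the replicates used, the thresholds, the overlap, the intensity range, the scaling, the count model and the unit counted. Scaling by total reads used the reads over all rows of a table, with a pseudocount of 1 and a one-sided binomial p-value. On the rescaled reads such a p-value ranked peaks nearly as the deposited one did (the lowest Spearman correlation of the 10 tables was 0.998), but it passed more peaks, for example 34.0% against 25.4% of rows in lhp1 replicate 1.

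The methods were tested on simulated data in which 200 peaks changed 2-fold. The calls in both replicates recovered from 81.0% of them (10211 peaks, H3K27me3 in clfswn) to 92.0% (20673 peaks, H2AK121ub in atbmi1abc), with Poisson noise only. The count model recovered 98% in clfswn H2AK121ub (24038 peaks), 97% in lhp1 (22056 peaks), 90% in atbmi1abc H3K27me3 (9602 peaks) and 35.5% in atbmi1abc H2AK121ub (20673 peaks). It recovered 0% in clfswn H3K27me3 (10211 peaks), where the dispersion was 0.19 with the authors' rescaling as offsets. In these 2 comparisons the model therefore had little power for 2-fold changes where few peaks change. In the data it called 13233 of 20673 H2AK121ub peaks reduced in atbmi1abc and 6621 of 10211 H3K27me3 peaks in clfswn. So many small p-values loosen the adjusted threshold, and the simulated shares do not give the power behind these counts.

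Named peaks were fixed before the data were examined: in each comparison the 2 lowest and 2 highest mean M among peaks that passed in both replicates with a mean A at or above the median, and 16 genes the study uses as examples, each with its most reduced peak, a choice that favours lower ratios. Of these symbols 15 matched a single locus, and SEP2, which matched 2 loci, was not used.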

Results

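The data were 10 tables of peaks that compared H2AK121ub or H3K27me3 in Polycomb mutants with wild type. The atbmi1abc mutant lacks AtBMI1 proteins of Polycomb repressive complex 1, clfswn lacks the methyltransferases of complex 2, and lhp1 lacks a protein that binds H3K27me3. Reads within a library's own H2AK121ub peaks came to 7151170 and 7490200 in wild type replicates 1 and 2. They came to 1760466 and 2911263 in atbmi1abc, 6599071 and 6884454 in clfswn, and 9097784 and 7802828 in lhp1. For H3K27me3, atbmi1abc gave 4933021 and 4274153 reads against 6040158 and 4665828 in its wild type. The clfswn mutant gave 761013 and 1188065 reads against 9575222 and 6275237. The peaks behind these sums differed in length between libraries, for example 548.6 kb in all for H3K27me3 in clfswn replicate 1 and 18114.1 kb in its wild type.

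The first question was where the marks lie in wild type. In both replicates, 20063 H2AK121ub and 8327 H3K27me3 peaks were found. H3K27me3 peaks averaged 1940.1 bp ± 2146 (SD over peaks) and H2AK121ub peaks 709.9 bp ± 422.7. Of the H2AK121ub peaks 37.1% overlapped an H3K27me3 peak, and of the H3K27me3 peaks 67.1% overlapped an H2AK121ub peak. Restriction to the stronger peaks moved these sets most, to 10001 and 4257 peaks. H2AK121ub peaks were assigned to 16317 of 33056 annotated genes and H3K27me3 peaks to 8032. Both marks were found at 5932 genes, only H2AK121ub at 10385 and only H3K27me3 at 2100, with an odds ratio of 3.98 for the overlap.

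The next question was how much H2AK121ub depends on AtBMI1. In atbmi1abc, 14331 of 20673 matched peaks (69.3%) were reduced and 176 (0.851%) increased. The median level was 43.2% of wild type in replicate 1 and 59.97% in replicate 2, a mean log2 ratio of −0.97 ± 0.33 (SD, n = 2). Among reduced peaks, 603 kept under 20% of the wild-type level, 5127 between 20% and 40%, 7203 between 40% and 60%, and 1398 between 60% and 80%. Scaling by total reads over the peaks moved this result most. It gave 4230 reduced and 3887 increased peaks and median log2 ratios of −0.018 and −0.0068, so the share of reduced among changed peaks went from 98.8% to 52.1%. Replicate 1 alone gave 20607 reduced and 278 increased regions and replicate 2 alone 16086 and 1683. At the gene level, 12518 of 17074 genes (73.3%) had a reduced peak.

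**Figure D1:**
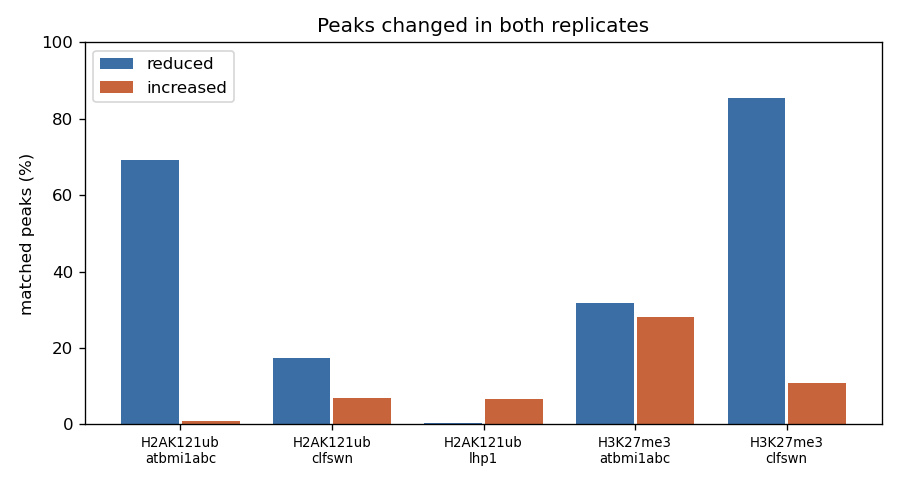
Percent of matched peaks (y axis) reduced or increased in both replicates for the 5 comparisons (x axis), with the authors' rescaling. The bars run from 0.34% reduced in lhp1 H2AK121ub to 85.5% reduced in clfswn H3K27me3.

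Whether H2AK121ub requires H3K27me3 was addressed with clfswn. There 4192 of 24038 matched peaks (17.4%) were reduced and 1640 (6.82%) increased. The median level was 91.5% and 93.4% of wild type in replicates 1 and 2, a mean log2 ratio of −0.11 ± 0.02 (SD, n = 2). With scaling by total reads, 3131 peaks were reduced and 3488 increased, so the share of reduced among changed peaks went from 71.9% to 47.3%, and the mean of the median log2 ratios was 0.024. Replicate 1 alone gave 7130 reduced and 2989 increased regions, and replicate 2 alone 6429 and 3271.

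In lhp1, 75 of 22056 matched peaks (0.34%) were reduced and 1454 (6.59%) increased. The median level was 111.3% and 103.6% of wild type, a mean log2 ratio of 0.10 ± 0.07 (SD, n = 2). Changes in the 2 replicates correlated less than in the other comparisons, with a Spearman correlation across peaks of 0.41 against 0.75 in clfswn and 0.80 in atbmi1abc. Scaling by total reads gave 461 reduced and 901 increased peaks and moved the share of reduced among changed peaks from 4.91% to 33.9%, with a mean of the median log2 ratios of −0.034. Replicate 1 alone gave 269 reduced and 5192 increased regions, and replicate 2 alone 744 and 2647.

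H2AK121ub peaks were then split by overlap with wild-type H3K27me3 peaks. In clfswn the median log2 ratio was 0.02 and 0.04 at the 9129 peaks with H3K27me3 and −0.23 and −0.19 at the 14909 peaks without. The difference of 0.24 ± 0.01 (SD, n = 2) was larger than the spread between replicates. Increased peaks made up 11.9% of the former and 3.72% of the latter, and reduced peaks 9.55% and 22.3%. In atbmi1abc the difference was 0.13 ± 0.005 (SD, n = 2), with a lower level at peaks without H3K27me3. In lhp1 it was −0.0007 ± 0.05 (SD, n = 2), within the spread between replicates.

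The reverse question was how H3K27me3 depends on each complex. In atbmi1abc, 3047 of 9602 matched H3K27me3 peaks (31.7%) were reduced and 2694 (28.1%) increased. The median level was 90.2% and 101.4% of wild type, so its direction differed between replicates. Under scaling by total reads 2650 peaks were reduced and 3594 increased, and the share of reduced among changed peaks went from 53.1% to 42.4%, with a mean of the median log2 ratios of 0.12. Replicate 2 alone gave 4375 increased regions. Of the increased peaks 1457 were called only in the mutant and 1118 in wild type, in both replicates each time. The median log2 ratio was −0.42 and −0.26 at the 5910 peaks with H2AK121ub and 0.41 and 0.57 at the 3692 peaks without. The difference of −0.82 ± 0.003 (SD, n = 2) was larger than the spread between replicates.

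In clfswn, 8729 of 10211 matched H3K27me3 peaks (85.5%) were reduced and 1094 (10.7%) increased. The median level was 10.6% and 25.02% of wild type, a mean log2 ratio of −2.62 ± 0.87 (SD, n = 2). Scaling by total reads gave 6077 reduced and 1253 increased peaks and a mean of the median log2 ratios of −0.90. Replicate 2 alone gave 3477 increased regions. Of the increased peaks 1073 were called only in the mutant in both replicates. Few regions were common to mutant and wild type (75 and 144 in replicates 1 and 2), so the rescaling rested on few peaks. The difference between peaks with and without H2AK121ub was −0.77 ± 0.06 (SD, n = 2), but it was 0.18 when the overlap had to cover at least 50% of the H3K27me3 peak.

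**Figure D2:**
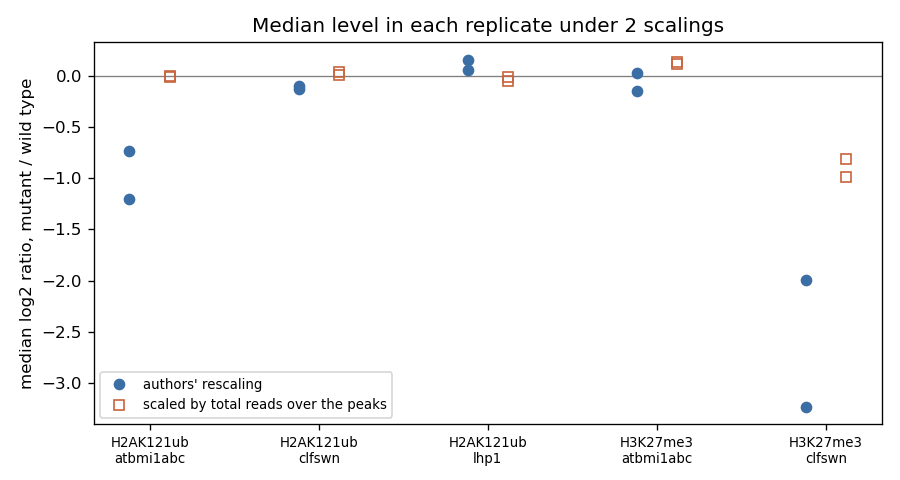
Median log2 ratio of mutant to wild type (y axis) in each replicate for the 5 comparisons (x axis), with filled circles for the authors' rescaling and open squares for scaling by total reads over the peaks. For atbmi1abc H2AK121ub the circles lie at −1.21 and −0.74 and the squares at −0.018 and −0.0068.

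The relation between the marks was examined over 6229 pairs of overlapping H2AK121ub and H3K27me3 peaks in atbmi1abc. Both marks were reduced at 2224 pairs, only H2AK121ub at 1861, only H3K27me3 at 338 and neither at 1806. The odds ratio was 6.39 (two-sided Fisher's exact test across peaks, p = 5.5e-206). H3K27me3 was reduced at 54.4% of pairs with reduced H2AK121ub and at 15.8% of the other pairs. Limits of 67% and 150% moved the odds ratio most, to 7.73, and without replicate 2 it was 5.31. Across these pairs the log2 ratios of the marks had a Spearman correlation of 0.49 in replicate 1 and 0.53 in replicate 2 and a Pearson correlation of 0.55 and 0.58. Each had a permutation p of 1e-05, the smallest the permutations can give, and an adjusted p of at most 1.2e-05 in a family of 6 correlations. Median H3K27me3 levels rose with the H2AK121ub level, from 17.5% ± 3.57 (SD, n = 2) of wild type at the 180 pairs with under 20% of H2AK121ub to 110.5% ± 8.06 (SD, n = 2) at the 814 pairs between 80% and 120%.

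**Figure D3:**
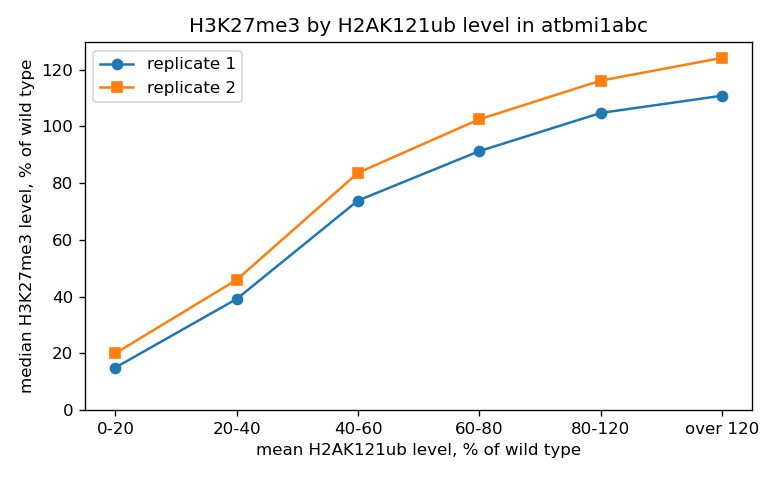
Median H3K27me3 level in percent of wild type (y axis) for classes of the mean H2AK121ub level in percent of wild type (x axis) in atbmi1abc, with 1 line per replicate. The lines rise from 15.0% and 20.04% in the lowest class to 110.9% and 124.2% in the highest.

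H2AK121ub changes were compared between mutants over wild-type peaks. The Spearman correlation across peaks was 0.43 for atbmi1abc and clfswn (19400 peaks, permutation p = 1e-05, the smallest possible), −0.04 for clfswn and lhp1 (19395 peaks, p = 1e-05) and −0.10 for atbmi1abc and lhp1 (19401 peaks, p = 1e-05). The Pearson correlations were 0.36, −0.01 and −0.05, with permutation p of 1e-05, 0.1 and 1e-05 in that order. Adjusted in the family of 6, the Spearman values had p of 1e-05, and the Pearson values 1.2e-05, 0.1 and 1.2e-05. Within single replicates the value for clfswn and lhp1 was 0.091 and 0.0089, and that for atbmi1abc and lhp1 was −0.016 and −0.039. Unchanged mutants simulated against the shared controls gave 0.48 on average for each of the 3 mutant combinations. None of the observed values exceeded this. Such mutants carry no changes of their own, so the shared control weighs more in them than in the data. The simulated value is therefore no threshold for the observed ones. Taken from different replicates, whose controls differ, the observed values were 0.35, −0.11 and −0.13.

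In the count model over both replicates (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), H2AK121ub was reduced at 13233 and increased at 148 peaks in atbmi1abc, at 7314 and 2980 in clfswn, and at 135 and 2104 in lhp1. H3K27me3 was reduced at 3647 and increased at 3049 peaks in atbmi1abc and at 6621 and 1027 in clfswn. No peak was called in opposite directions by the count model and the calls in both replicates. TMM normalization gave 4771 reduced and 4664 increased H2AK121ub peaks in atbmi1abc, 4956 and 4766 in clfswn, 541 and 1386 in lhp1, and 2884 and 3067 H3K27me3 peaks in clfswn. Without the replicate block, H2AK121ub gave 1277 and 297 in clfswn, and in lhp1 0 and 1, with 1701 peaks at an unadjusted p under 0.05.

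Peaks are named by their TAIR10 position in replicate 1. The 2 highest H2AK121ub ratios in atbmi1abc were on the chloroplast genome. The lowest H2AK121ub ratios in atbmi1abc included the peak over the exons of AGP6 (chromosome 5, 4635920 to 4636606, covering coding exon and both UTRs), with M of −4.22 and −4.76 in replicates 1 and 2 in the authors' deposited table. In clfswn the highest included a peak in coding exons and introns of DRIP2 (chromosome 2, 13028402 to 13029500), with M of 5.01 and 3.88 in the authors' deposited table and 2981 and 942 reads against 93 and 65 in wild type. In lhp1 the highest included a peak at SEP3 (chromosome 1, 8595523 to 8598651), with M of 5.30 and 5.23 in the authors' deposited table. It covered coding exon, 5′ UTR and intron, but most of it lay upstream of the gene's start at 8596123. The lowest there included TCH4 (chromosome 5, 23307133 to 23308379, exons, UTRs and intron), with M of −1.24 and −0.97 in the authors' deposited table. For H3K27me3 in atbmi1abc, the highest included LBD39 (chromosome 4, 17638773 to 17641762, exons, UTRs and intron), with M of 2.72 and 3.37 in the authors' deposited table. The AGP6 peak was called only in wild type in both replicates, and those of DRIP2, SEP3 and LBD39 only in the mutant. Such calls favour the direction shown.

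The example genes were already used as examples in the study of these libraries. Each was represented here by its most reduced peak, so their directions are not independent evidence. WUS, MGP, KNU and WOX12 also served the authors in choosing the rescaling for atbmi1abc. Of the 15 genes, 11 of the 14 with a matched H2AK121ub peak were reduced in atbmi1abc and none increased. In clfswn 6 of 15 were reduced and 2 increased, and in lhp1 0 of 14 were reduced and 2 increased. H3K27me3 was reduced at 10 of 12 in atbmi1abc and at 12 of 12 in clfswn. Each count was equal when adjusted over the list alone. Scaling by total reads gave 7 reduced and 1 increased H2AK121ub peaks in atbmi1abc, 5 and 3 in clfswn, 1 and 1 in lhp1, and 9 and 12 reduced H3K27me3 peaks in atbmi1abc and clfswn. At ABI3 (chromosome 3, 8998924 to 9001238, coding exon, 3′ UTR and intron), H2AK121ub had M of −2.09 and −1.43 in atbmi1abc, −1.24 and −0.73 in clfswn, and 0.42 and 0.33 in lhp1 in the authors' deposited table. Its H3K27me3 peak (8995230 to 9002116) had M of −3.72 and −3.44 in atbmi1abc in the authors' deposited table. At BOP2 (chromosome 2, 17239475 to 17240437, coding exon, 5′ UTR and intron), H2AK121ub had M of −1.19 and −0.64 in atbmi1abc, 0.55 and 0.57 in clfswn, and 0.58 and 0.46 in lhp1 in the authors' deposited table.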

Values the study reported

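The study reported 14,088 genes associated with H2AK121ub and 6843 marked with H3K27me3 in wild-type seedlings. It counted 4979 genes with both marks, 9109 with H2AK121ub alone and 1864 with H3K27me3 alone. Average peak lengths were given as 1.7 kb for H3K27me3 and 0.6 kb for H2AK121ub. In the atbmi1abc mutant, H2AK121ub was described as reduced at around 80% of the genes that carry it.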

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

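The tests on H3K27me3 in atbmi1abc and on organelle peaks were chosen after the results were seen.

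In clfswn, H2AK121ub peaks with H3K27me3 rose slightly and those without fell, in both replicates, with a difference of 0.24 on the log2 scale. The opposite directions were not tested, since with 2 pairs the smallest two-sided sign-flip p-value is 0.5. The difference was 0.26 within 5 bins of mean intensity, 0.26 within 5 bins of GC content and 0.27 within 5 bins of peak length, which argues against each as the whole cause. It was smaller in the bin of highest intensity, at 0.10 and 0.085, and in that of the longest peaks, at 0.14 and 0.13. The same wild-type libraries gave a difference of −0.0007 in lhp1, which argues against those libraries alone. In atbmi1abc, with the same wild-type libraries, the difference was 0.13 in the same direction, so it was not confined to clfswn. A dependence on the loss of H3K27me3 in clfswn may contribute, and a cause shared by both mutants stays open and was not tested.

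In atbmi1abc, H3K27me3 fell at peaks with H2AK121ub and rose at those without, with a difference of −0.82 that was not tested either. The difference was −0.91 within 5 bins of intensity, −0.80 within 5 bins of GC content and −0.77 within 5 bins of peak length, which argues against each as the whole cause. Its size changed with intensity, from −1.64 and −1.52 in the lowest bin to −0.27 and −0.22 in the highest, and was −0.43 and −0.39 in the bin of the longest peaks. Among peaks called in wild type in both replicates it was −0.52, so peaks called only in the mutant account for part of its size and not all of it. Counted by genes, each with its most reduced peak, 499 of 2015 genes with only H3K27me3 were reduced and 365 increased. At genes with both marks, 2881 of 5805 were reduced and 449 increased. The rise without H2AK121ub was thus seen over peaks and not in the balance of calls at these genes, a count that favours reductions. These gene classes also need H3K27me3 peaks in wild type in both replicates, while the peak classes include peaks called only in the mutant. Over all 9305 genes with a matched peak, 3420 were reduced and 1929 increased, so most increased genes lay outside both classes. The counts of peaks and genes therefore cover unlike sets. A link between the marks in this mutant stays open as a hypothesis, as does any cause tied to the mutant plants as a whole.

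Organelle peaks appeared in some comparisons, although neither histone mark is expected on organelle DNA. Chloroplast peaks had a mean of the median log2 ratios of 2.15 in atbmi1abc H2AK121ub (62 and 3 peaks) and 4.82 in clfswn H3K27me3 (71 and 18 peaks). Mitochondrial peaks in clfswn H3K27me3 (3 and 17 in replicates 1 and 2) were also higher, with medians of 4.46 and 5.49. A lower share of specific reads in those mutant libraries may be the cause. Where H3K27me3 was largely kept, in atbmi1abc, chloroplast peaks (6 and 7) were lower than in wild type, at −1.13. They held 85993 and 98846 reads against 247737 and 179055 in wild type. Many chloroplast reads were thus also found in wild-type libraries, which a lower share of specific reads in mutants does not explain. However, 9 mitochondrial peaks of replicate 2 were higher in this mutant, at 1.68. The raised peaks had all been called only in the mutant, which fixes their sign but not the size of the gap. Summed over these chloroplast peaks, reads in replicates 1 and 2 were 43740 and 148189 against 3008 and 4809 in wild type for clfswn H3K27me3, and 53627 and 1098 against 16296 and 196 for atbmi1abc H2AK121ub. Selection on counting noise would not give gaps of this size at these counts. In the same libraries, the median log2 ratios over all matched peaks were negative. They were −3.2347 and −1.9988 in replicates 1 and 2 for clfswn H3K27me3, and −1.2093 and −0.7376 for atbmi1abc H2AK121ub. A uniform difference in depth shifts all peaks of a library alike, so the gap to the chloroplast peaks argues against depth alone. A lower share of specific reads cannot be told apart from a difference in plant material, because reads outside the peaks were not analysed here.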

How the results depend on the processing

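Across 39 results and 233 alternatives, 152 values kept within 1.5 times the main count, within the spread between replicates or on their side of the threshold, and 81 moved. The odds ratio and the correlation of the marks stayed past their thresholds in the alternatives that were tested. The cause of a shift was not tested unless stated.

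Scaling by total reads over the peaks gave 4230 reduced and 3887 increased H2AK121ub peaks in atbmi1abc, 3488 increased in clfswn, and 461 reduced and 901 increased in lhp1. Median log2 ratios became −0.013, 0.024 and −0.034 for H2AK121ub in atbmi1abc, clfswn and lhp1, and 0.12 and −0.90 for H3K27me3 in atbmi1abc and clfswn. This scaling sets the summed reads of both libraries equal, which removes by construction a change shared by all peaks. The H2AK121ub difference between peaks with and without H3K27me3 in atbmi1abc became 0.126.

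Limits of 67% and 150% gave 102 increased H2AK121ub peaks in atbmi1abc, 2289 reduced and 692 increased in clfswn, and 20 reduced and 434 increased in lhp1. An adjusted p under 0.01 gave 112 increased in atbmi1abc. These rules pass fewer peaks by construction, as do the next 2.

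Common peaks only gave 5350 reduced and 27 increased H2AK121ub peaks in atbmi1abc and 1045 increased in clfswn. For H3K27me3 they gave 1302 and 1118 in atbmi1abc, and 30 and 19 with a median log2 ratio of −1.47 in clfswn. Peaks with a mean intensity at or above the median gave 8201 and 52 for H2AK121ub in atbmi1abc, 2689 and 1034 in clfswn, and for H3K27me3 1691 and 977 in atbmi1abc and 5047 and 43 in clfswn. The wild-type sets became 10001 H2AK121ub peaks, 2991 of them with H3K27me3, and 4257 H3K27me3 peaks, 2467 of them with H2AK121ub.

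A 50% reciprocal overlap of replicate peaks gave 661 increased H3K27me3 peaks in clfswn. Counting genes gave 955 with increased H2AK121ub in clfswn. An overlap of at least 50% of the peak gave differences of 0.167 and 0.257 for H2AK121ub in atbmi1abc and clfswn, and −0.577 and 0.182 for H3K27me3.

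In the count model without the replicate block, clfswn H2AK121ub gave 1277 reduced and 297 increased peaks and atbmi1abc H3K27me3 1585 increased. For lhp1 it gave 0 reduced and 1 increased, with 1701 peaks at an unadjusted p under 0.05. The other counts of this fit stayed within 1.5 times those with the block. TMM normalization gave 4771 reduced and 4664 increased H2AK121ub peaks in atbmi1abc, 4766 increased in clfswn, 541 and 1386 in lhp1, and 2884 and 3067 H3K27me3 peaks in clfswn. DESeq2 gave 2382 and 1979, 1474 and 1178, and 28 and 183 H2AK121ub peaks in atbmi1abc, clfswn and lhp1, and 2395 and 1933 H3K27me3 peaks in clfswn. It used its default normalization and not the authors' rescaling, so a change of model and one of normalization cannot be told apart there. At least 20 reads in every library gave 100 increased H3K27me3 peaks in clfswn.

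Across the fits that each left out a replicate, reduced H2AK121ub peaks ranged from 6429 to 7130 in clfswn and 269 to 744 in lhp1. Increased ones ranged from 278 to 1683 in atbmi1abc, 2989 to 3271 in clfswn and 2647 to 5192 in lhp1. Increased H3K27me3 peaks ranged from 3833 to 4375 in atbmi1abc and 1634 to 3477 in clfswn. A single table has to be passed there instead of both. The odds ratio ranged from 5.31 to 6.15. Correlations between mutants ranged from 0.400 to 0.427 for atbmi1abc and clfswn, −0.039 to −0.016 for atbmi1abc and lhp1, and 0.0089 to 0.091 for clfswn and lhp1, where the sign changed.

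The alternatives chosen after seeing the data (the mutant's limits for common regions, doubled p-values, nuclear chromosomes only) moved no count by over 1.5 times. With the authors' rescaling as offsets, the count model recovered 0% and 35.5% of simulated 2-fold changes in clfswn H3K27me3 and atbmi1abc H2AK121ub. The dispersions there were 0.19 and 0.036, against 0.014 and 0.0093 with TMM normalization. Reads and model were the same in both fits, so most of this dispersion came with the scaling and not with noise at single peaks. Under the authors' rescaling, the median log2 ratios in these comparisons had SDs between replicates of 0.87 and 0.33, the largest of the 5 comparisons. A shift that differs between replicates enters the dispersion of this model. Its exact share was not computed.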

Other observations

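The tests on the rescaling, on depth, on the correlation of atbmi1abc with clfswn and on the overlap rule were chosen after the results were seen.

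Within these tables, the reduction of H2AK121ub in atbmi1abc rests on the scaling. A regression over common peaks within 20% in unscaled reads came within 0.017 of the deposited shift on the log2 scale in both replicates, while peaks chosen after scaling by total reads gave shifts of −1.32 and −0.79 against deposited shifts of −0.14 and −0.07. A choice of peaks on unscaled reads cannot be told apart from one on depth-scaled reads of libraries with nearly equal depth. The authors' limit to genes with no differential expression was not applied in this regression, and reads over peaks do not stand for depth. A uniform difference in depth cannot produce the differences between peaks, which had a Spearman correlation of 0.80 between the replicates. For the median itself, scaling by total reads gave −0.013, but equal sums of reads remove by construction a change shared by all peaks. A difference in depth and a global loss cannot be told apart from these tables, because depth outside the peaks was not analysed here. Outside these tables, the study reported a global reduction by western blot and by ChIP-qPCR, which do not use this rescaling. It also stated that the mutant libraries gave less DNA and mapped less well, which likely made the loss at peaks look smaller.

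The correlation of H2AK121ub and H3K27me3 changes in atbmi1abc was 0.51 when the marks were taken from different replicates, close to the mean of 0.51 within replicates. This argues against chromatin or a day shared within a replicate. Given GC content and both intensities, the partial correlation was 0.47, which argues against these as the whole cause.

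A correlation of H2AK121ub changes between clfswn and lhp1 had been anticipated from their shared controls and was not seen. For atbmi1abc and clfswn, the correlation was 0.35 across different replicates and 0.41 on average within them, which argues against the shared library as the whole cause. The simulated value cannot decide this, because unchanged mutants carry no changes of their own. A response common to both mutants may contribute, as a hypothesis.

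Of the H3K27me3 peaks increased in atbmi1abc, 41.5% were called in wild type in both replicates, and selection of peaks called only in the mutant could not produce these 1118. For the 1457 called only in the mutant in both replicates, selection and a gain of the mark cannot be told apart, since such a call fixes their direction. The remaining increased peaks were called differently in the replicates and were not examined.

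In clfswn, the H3K27me3 difference between peaks with and without H2AK121ub changed sign with the overlap rule. Short peaks called only in the mutant were a candidate cause. Among the 9098 peaks called in wild type the values were −0.63 with an overlap of 1 bp and 0.15 with an overlap of 50%, so the sign still changed and this cause is argued against. The cause of the change in sign stays open, and no biological explanation was tested.

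The highest H3K27me3 ratios in clfswn lay in short peaks with very many reads. A peak at AT5G10340 (chromosome 5, 3253087 to 3253331) had 8016 and 8445 reads in the mutant and 21 and 70 in wild type. The SEP3 peak in lhp1 had 14269 and 10469 H2AK121ub reads against 302 and 276. No explanation was tested for either.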
